# N^6^-methyladenosine-modified lncRNA and mRNA modification profiles in cerebral ischemia-reperfusion injury

**DOI:** 10.3389/fgene.2022.973979

**Published:** 2022-11-21

**Authors:** Le Shao, Bowei Chen, Qibiao Wu, Yaqian Xu, Jian Yi, Zhihua Guo, Baiyan Liu

**Keywords:** cerebral ischemia-reperfusion injury, N^6^-methyladenosine, lncRNA, mRNA, FTO

## Abstract

Cerebral ischemia-reperfusion injury (CIRI) is common in ischemic stroke and seriously affects the prognosis of patients. At present, N^6^-methyladenosine (m^6^A) modification of lncRNAs and mRNAs has been reported in other diseases, such as cancer, but its role in CIRI has not been clarified. In this study, we aimed to investigate the m^6^A lncRNA and m^6^A mRNA modification profiles in CIRI. First, we detected the total level of m^6^A and the changes in related m^6^A methyltransferases and demethylases in the brain tissue of rats with CIRI and then identified differentially modified lncRNAs and mRNAs in CIRI by lncRNA and mRNA epigenetic transcriptomic microarray. In addition, bioinformatics analysis was used to predict the underlying functions and related pathways of related lncRNAs and mRNAs. We found that the total m^6^A methylation level was significantly increased, and the expression of fat mass and obesity-associated protein (*FTO*) was downregulated after CIRI. In addition, a large number of m^6^A-modified lncRNAs and mRNAs appeared after CIRI, and these genes were mainly enriched for the Toll-like receptor signaling pathway, peroxisome proliferator-activated receptor (PPAR) signaling pathway, and mitogen-activated protein kinase (MAPK) signaling pathway. Our findings provide the basis and insights for further studies on m^6^A modification in CIRI.

## Introduction

The primary treatment principle for ischemic stroke is to recanalize the blood flow in the ischemic area and restore the blood oxygen supply to the infarcted brain tissue as soon as possible, but it may cause cerebral ischemia-reperfusion injury (CIRI) and secondary injury to the brain tissue (van der Steen et al., 2022). The mechanism underlying CIRI is very complex and may be related to oxidative stress, calcium overload, inflammation, *etc.* (Stegner et al., 2019), which eventually lead to nerve cell damage, apoptosis, or necrosis. Further exploration of the pathogenesis and prognostic biomarkers of CIRI or identification of therapeutic targets may be of great significance.

Long noncoding RNAs (lncRNAs) are a class of RNAs that cannot encode translational proteins but can actively participate in many important biological processes by regulating gene expression at the transcriptional and posttranscriptional levels. In recent years, studies have shown that lncRNAs are involved in pathophysiological responses such as inflammation, oxidative stress, angiogenesis, and nerve regeneration after cerebral ischemia (Akella et al., 2019). Currently, the number of studies involving related lncRNAs involved in CIRI is increasing, and a recent study reported lncRNA expression profiles after CIRI (Yang et al., 2022). However, the roles of N^6^-methyladenosine (m^6^A)-related lncRNA posttranscriptional modifications in CIRI remain unknown.

M^6^A is the most extensive modification of mRNA and ncRNA observed in eukaryotes, accounting for 80% of RNA methylation modifications, which can functionally regulate the transcriptome of eukaryotes, thereby affecting RNA splicing, nucleation, localization, translation, and stabilization (Meyer et al., 2012; Frye et al., 2018). M^6^A RNA methylation occurs in a variety of important cellular life processes, such as stem cell differentiation and the production of biological rhythms, and is also involved in the occurrence of various diseases (Dominissini et al., 2012). The process of methylation is reversible, and the level of RNA m^6^A methylation modification is regulated by methyltransferases and demethylases (Roundtree et al., 2017). Several current studies suggest that lncRNAs may regulate tumor growth through m^6^A modification in cancer (Steponaitis et al., 2022). Unfortunately, the role of m^6^A-related lncRNAs and mRNAs in CIRI has not been elucidated.

In the present study, we identified the m^6^A lncRNA and mRNA modification profiles for the first time in CIRI. Bioinformatics analysis was used to predict the potential functions and related pathways of lncRNAs and mRNAs dysregulated by m^6^A modification in CIRI. Moreover, further analysis indicated that m^6^A modification of lncRNAs may exert biological functions through the lncRNA-miRNA-mRNA transcriptional network, as shown in Figure 1A.

**FIGURE 1:**
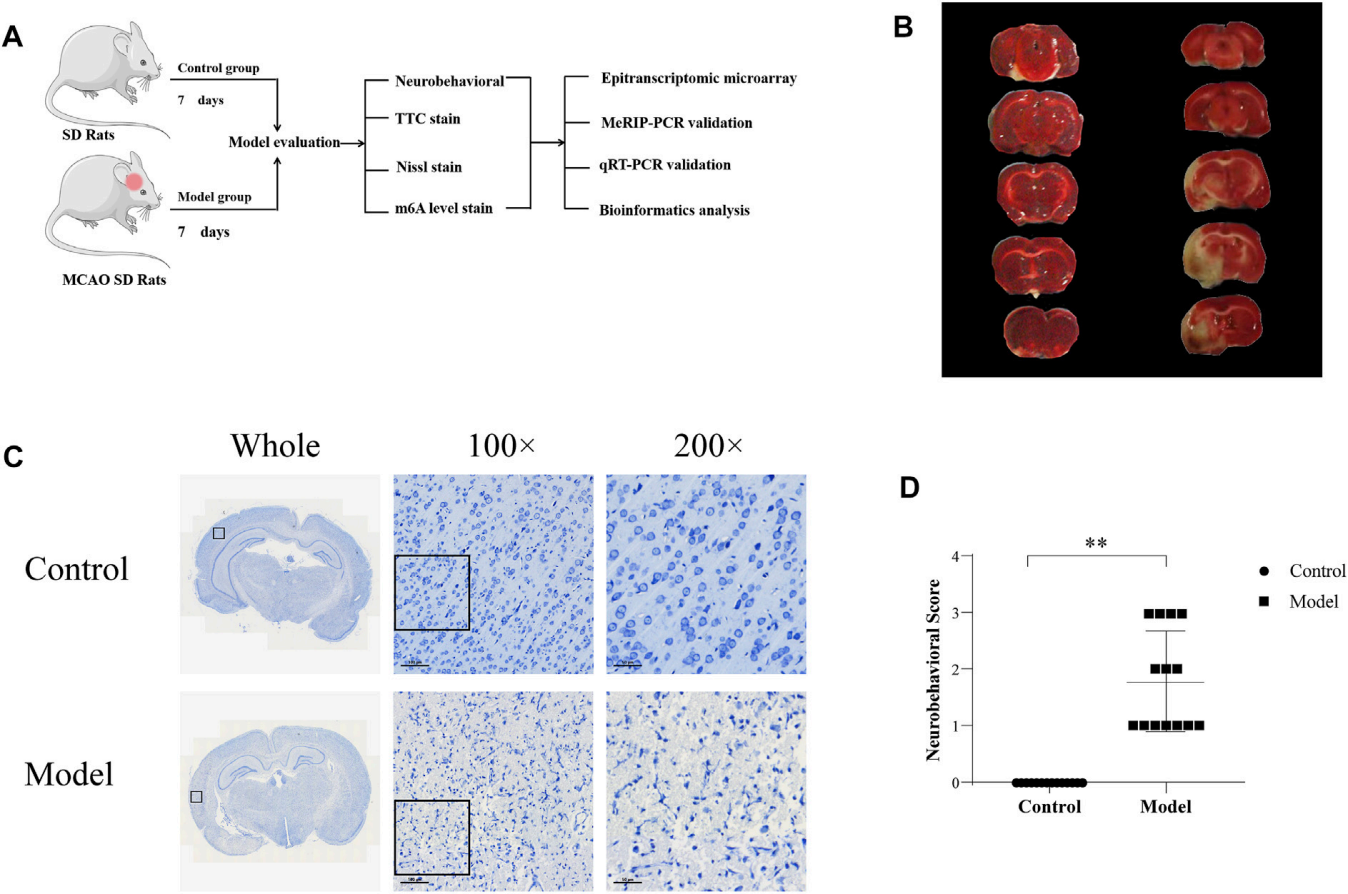
Establishment of the CIRI model **(A)** Experimental design **(B)** TTC detection (TTC staining displayed the infarcted areas in white and the normal areas in red) **(C)** Nissl staining **(D)** Neurobehavioral score.

## Materials and methods

### Animals

Specific pathogen-free (SPF) male Sprague Dawley (SD) rats that were 8 weeks old and weighed 250–260 g were purchased from Hunan Silaike Jingda Co., LTD (Changsha, China) using production license number SCXK (Xiang) 2019-0004. The animals were housed in the SPF animal room of the First Affiliated Hospital of Hunan University of Chinese Medicine at a temperature of 24–26°C, a relative humidity of 40%–60%, a day-night cycle of 12 h, and free access to food and water, and adaptive rearing was performed for 1 week before the experiment. This animal experiment was approved by the Experimental Animal Ethics Committee of the First Affiliated Hospital of Hunan University of Chinese Medicine (ZYFY20201215-1).

### Drugs and reagents

2,3,5-Triphenyl tetrazolium chloride (TTC) dye (Chengdu clone Chemicals Co., Ltd., CAS 298-96-4); arterial embolus (Beijing Cinontech CO., Ltd, 2636A2); RNA wait tissue preservation solution (Dalian Meilunbio Co., Ltd, MA0208); m^6^A RNA methylation assay kit (Abcam, ab185912); TRIzol reagent (Life Technologies, T9424); affinity-purified anti-m^6^A rabbit polyclonal antibody (Synaptic Systems, 202003); sheep anti-Rabbit IgG (Invitrogen, 11203D); and a lncRNA&mRNA epigenetic transcriptomic microarray (8 × 60 k) customized by Arraystar were used.

### Instruments

A centrifuge 5418 (Eppendorf, Germany); ultramicro spectrophotometer (Nanodrop, United States); bioanalyzer 2100 (Agilent, United States); G2505C microarray scanner (Agilent, United States); Vectra3 intelligent tissue slice imaging system (Perkin Elmer, United States); and Gene Amp PCR System 9700 (Applied Biosystems, United States) were used.

### Model preparation and grouping

Consistent with the method described previously, rats were randomly selected to establish the CIRI model (She et al., 2019): after the rats were anesthetized, an incision was made in the middle of the neck, the left internal and external carotid arteries and the common carotid arteries were exposed; the common carotid arteries were clipped to one small orifice, a wire plug was inserted until reaching the internal carotid artery at a depth of 2 mm from the bifurcation of the artery, and the internal carotid artery was ligated. Reperfusion was performed after the insertion of wire plugs for 2 h, and blood could re-enter the middle cerebral artery by the circle of Willis to achieve cerebral vascular reperfusion. The rats in the control group were operated on in the same way as the model group but were not given a plug line to occlude the middle cerebral artery. Finally, the wound was sutured, and the state of the rats was observed. The degree of neurological deficit in the rats was assessed by reference to the Zea-Longa scoring method (Longa et al., 1989), and a score of one–three points indicated successful modeling.

### Neurobehavioral score

Recent studies have indicated that the seventh day after cerebral ischemia is the optimal time for brain tissue recovery (Dos Santos et al., 2021). Therefore, in this study, the Longa 5-point scale was used to score neurobehavioral scores on the seventh day after CIRI in rats. The scoring criteria were as follows: 0 points, normal, no neurological signs; one point, the animal could not fully extend the left forelimb; two points, the animal’s left limb was paralyzed, the animal turned around to the left when walking, and tail-collision occurred; three points, the animal walked to the left and fell sideways, or the animal was unable to stand or roll; four points, no spontaneous movement, impaired consciousness.

### TTC detection

Consistent with the method described previously (Ni et al., 2022), after neurological evaluation, the rats were anesthetized; the whole brain was quickly removed; and the olfactory bulb, cerebellum, and lower brainstem were removed. The brains in each group were removed after being frozen in a freezer at -20°C for 15 min; placed on ice disks from the frontal pole to the occipital pole; centered at the level of the optic chiasm; and subjected to coronal, equal thickness sectioning with a slice thickness of 2 mm. The brain slices were immersed in 2% TTC staining solution and incubated at 37°C at constant temperature in the dark for 15 min. The stained hindbrain slices were placed in 10% formalin after fixation, removed, and blotted with filter paper to dry the surface moisture. The brain slices were arranged neatly in the anterior-posterior order of the brain, and a digital camera was used to obtain images.

### Nissl staining

After anesthetizing the rats, the whole brains were removed, fixed with 4% paraformaldehyde, and embedded in paraffin. The processed brain tissue was sectioned coronally and morphologically evaluated by Nissl staining. The sections were observed and photographed under a microscope.

### Quantification of total m^6^A levels in brain tissues

Total m^6^A levels were detected using a commercial m^6^A RNA methylation Quantification Kit. In brief, total RNA was first extracted using the TRIzol method, 200 ng of total RNA was added to each well, and reagents were added in steps according to the manufacturer’s instructions. Then, m^6^A levels were measured colorimetrically by reading the absorbance of each well at a wavelength of 450 nm.

### RT‒qPCR validation

The relative gene expression of m^6^A methylase was verified by RT‒qPCR. These genes included methyltransferases (writers), including methyltransferase like 3 (*METTL3*), methyltransferase like 14 (*METTL14*) and Wilms tumor one associated protein (*WTAP*), and demethylases (erasers), including fat mass and obesity-associated protein (*FTO*) and alkylation repair homolog 5 (*ALKBH5*). The experimental process strictly followed the steps of the kit. The internal reference gene was *β*-actin, and the 2^−ΔΔCt^ method was used to calculate the relative expression of the gene. The sequences of each primer are shown in Supplementary Table S1.

### Epigenetic transcriptomic microarray assays

The brains were decapitated directly after the rats were anesthetized, and the cortical tissue on the ischemic side was rapidly separated on ice, placed into a cryovial prefilled with RNA wait solution, stored strictly according to the operation procedure, and sent to Aksomics Biotechnology (Shanghai, China) for microarray assays. In brief, total RNA was first extracted using the TRIzol method, then the total RNA was immunoprecipitated with anti-m^6^A antibodies. The “IP” grade fraction of the immunoprecipitation was highly enriched for m^6^A methylated RNA, and the supernatant “Sup” grade contained unmodified RNA. The above two RNA types were amplified as cRNAs and mixed after labeling with Cy5 and Cy3. The samples were hybridized to the microarray for 17 h at 65°C in an Agilent Hybridization Oven. Slides were scanned with an Agilent G2505C microarray scanner. Data were extracted using Agilent feature extraction software. The generated raw data obtained from the files were normalized by GeneSpring software for subsequent data analysis.

### Gene ontology (GO) functional analysis and kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis

GO function and KEGG pathway enrichment analyses were performed on the associated mRNAs (Chen et al., 2022).

### MeRIP-PCR validation

Three lncRNAs (*LOC100912312*, *uc.440-* and *uc.77-*) and three mRNAs (protein phosphatase 1F (*PPM1F*), o-linked N-acetylglucosamine transferase (*OGT*) and schlafen family member 13 (*SLFN13*)) were randomly selected for validation. Total RNA was first immunoprecipitated with anti-m^6^A antibodies. The immunoprecipitated “IP” fraction contained enriched m^6^A methylated RNA, and the supernatant “Supernatant” fraction contained unmodified RNA. The above two kinds of RNA were converted into cDNA, amplified, and subsequently subjected to RT‒qPCR using gene-specific primers. In addition, MeRIP-PCR assays were performed in three replicates in each group (n = 3). The primer sequences are shown in Supplementary Table S2, and the proportion of m^6^A methylation modification of each gene was calculated according to the following formula.

$$\%Input=\frac{2^{-Ct\;MeRIP}}{2^{-Ct\;MeRIP}+2^{-Ct\;Supernatant}}\times 100\%$$ (1)

### Competing endogenous RNA (ceRNA) network establishment

We selected the above three validated lncRNAs for ceRNA network establishment. Similar to the results of a previous study (Chen et al., 2022), differentially methylated mRNAs with levels that were significantly positively correlated with lncRNA levels were first screened based on a Pearson coefficient >0.8. Then, miRBase and TargetScan were used to predict lncRNA‒miRNA relationship pairs. mRNA‒miRNA relationship pairs were predicted by the miRDB and miRWalk. Finally, a lncRNA‒miRNA-mRNA transcription network was established with miRNA as a bridge.

### Statistical analysis

Differentially expressed m^6^A methylation genes were screened by fold changes (FCs) of ≥1.5 and *p* values of <0.05. Measurement data are expressed as the mean ± standard deviation. If the data in each group conformed to a normal distribution, a one-way ANOVA was performed, and results with *p* values of <0.05 were considered statistically significant. Analysis was performed using GraphPad Prism 8 graphing software.

## Results

### Establishment of the CIRI model

TTC staining showed that the brain tissue in the control group was dark red, and no obvious pale cerebral infarction was found, while the model group showed obvious pale infarction, as shown in Figure 1B. Nissl staining showed a clear and complete neuronal cytoarchitecture in the cortical region of control rats, with uniform cytoplasmic and nuclear staining showing a pale blue color, normal intercellular spaces, and abundant numbers of Nissl bodies showing a dark blue color. Unlike in the control group, in the ischemic side of the cortex in the model group, neuronal cell body shrinkage was severe, vacuolar degeneration in the cytoplasm was obvious, cell arrangement lost regularity, and the number of Nissl bodies was reduced, as shown in Figure 1C. The neurobehavioral score of the rats in the model group was significantly higher than that observed in the control group (*p* < 0.01), as shown in Figure 1D. In conclusion, it was suggested that the rat model of CIRI was successfully established, and pathological damage was observed on the ischemic side of the rat model of cerebral ischemia.

### Detection of total m^6^A levels after CIRI

The results showed that the total m^6^A methylation level in the cortex tissue of the ischemic side was significantly higher in the model group than in the control group (*p* < 0.01), as shown in Figure 2A. This result suggested that CIRI resulted in the abnormal methylation of cortical tissue on the ischemic side.

**FIGURE 2:**
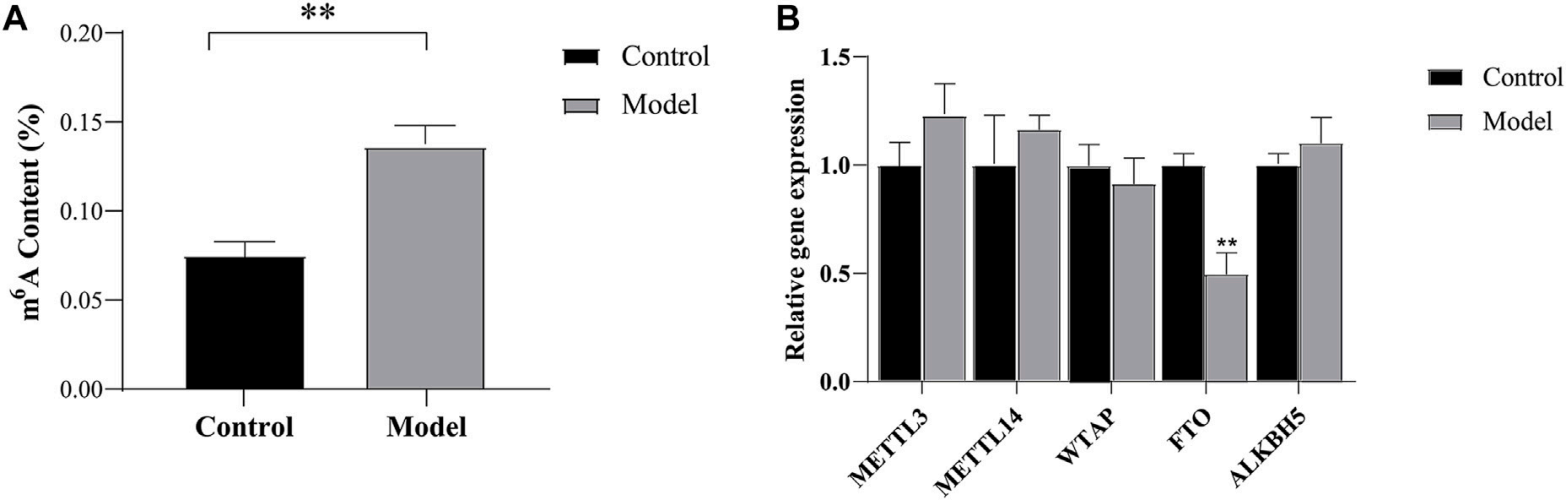
M^6^A modification and methyltransferases and demethylases validation **(A)** The total level of m^6^A modification measured in cortical tissue on the ischemic **(B)** Expression analysis of m^6^A methyltransferases and demethylases by RT-qPCR. ^**^ *p* < 0.01 vs Control group.

### Verification of m^6^A methyltransferases and demethylases

We studied the expression levels of five m^6^A methyltransferases and demethylases and found that the expression of *FTO* was lower (*p* < 0.01) in the model group than in the control group, while no significant changes were observed in the expression of methyltransferases, including *METTL3, WTAP,* and *METTL14*. In addition, we also found no significant changes in the expression levels of *ALKBH5*, as shown in Figure 2B. These results suggest that the increase in total m^6^A levels in CIRI may be caused by the imbalance in the expression of *FTO*.

### M^6^A modification profiles of lncRNAs and mRNAs

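The m6A epitranscriptomic microarray was hybridized with RNA from the ischemic-side cortex of 9 rats, with 1 array per rat. There were 3 rats in the control group, 3 in the model group, killed on day 7 after 2 h of occlusion, and 3 model rats treated with Buyang Huanwu Decoction (BHD), which the results of the paper do not describe. On each array the immunoprecipitated (IP) RNA was labelled with Cy5 and the supernatant (Sup) RNA of the same rat with Cy3, and the dyes were not swapped. The scan times put the 3 control arrays and model replicate 1 on slide 1, model replicates 2 and 3 on slide 2 with BHD replicates 1 and 2, and BHD replicate 3 on slide 3. The authors deposited the scanner's spot intensity values of every array and a table of normalized log2 IP and Sup signals. The scanner output holds 44393 features per array. After control spots, probes taken as spike-ins from their names and unnamed custom probes were left out, 41186 probes for transcripts remained. Between 70.9% and 77.0% of the probes were well above background in the IP channel on the control arrays and between 75.4% and 82.7% on the model arrays. In the Sup channel these shares were 58.4% to 68.2% and 64.9% to 71.5%. No spot was saturated. The median signals were corrected for background by normexp with an offset of 50, the channels of each array were normalized by loess, and spots marked as outliers by the scanner software were left out. The relative m6A level of a probe was taken as log2(IP/Sup), and IP and Sup signals were compared between arrays after quantile normalization of the average signal. The loess step centres log2(IP/Sup) near 0 on every array. Calls, and the IP share of the total signal, are therefore relative to the average of an array, and a change in total m6A would not be seen. The tests used limma with the thresholds of the paper, a fold change of at least 1.5 and an unadjusted p under 0.05, and Benjamini-Hochberg adjusted values are given beside them. Probes were tested if they were well above background in at least 1 channel on at least 3 of the 6 arrays compared. Control and model rats were compared without a block for slide or replicate number. The number of arrays limits the precision, since an exact permutation test of 3 rats against 3 cannot give a p below 0.1. The files and the reference tables pair few probes with gene names and do not say which of the other probes stand for lncRNAs and which for mRNAs.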

Samples from the model and control groups were analyzed using m^6^A lncRNA and mRNA epigenetic transcriptomic microarrays. The results showed that a total of 108 lncRNAs exhibited differences in m^6^A modification between the model group and the control group, of which 54 were hypermethylated and 54 were hypomethylated, as shown in Figure 3A. In addition, 590 mRNAs harbored differential m^6^A modifications, of which 375 were hypermethylated and 215 were hypomethylated, as shown in Figure 3B. 

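Probes whose names begin with uc. were taken as lncRNA probes because the paper names uc.440- and uc.77- as lncRNAs, and 396 of them were tested between the model and control groups. Their change in log2(IP/Sup) ranged from −0.72 to 0.70, with a median of −0.01. At an unadjusted p under 0.05, limma gave 13 of these lncRNAs, against 19.8 expected by chance, and 6 of the 396 changed by at least 1.5-fold. Of them, 1 met both thresholds, the hypomethylated uc.77-. None had an adjusted p under 0.05 (limma, Benjamini-Hochberg), and the smallest was 0.691. With the authors' deposited log2 table in place of the scanner signals, 58 uc. lncRNAs met both thresholds, all of them hypomethylated. On the scanner signals the number was 15 without model replicate 1, 3 of them hypermethylated. With the replicate number as a block it was 6 on the scanner signals, 1 of them hypermethylated. On the IP signal alone 3 uc. lncRNAs met the thresholds, 1 with a higher and 2 with a lower signal.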

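Across 31640 tested probes of every class, lncRNAs and mRNAs together, 162 probes met both thresholds for log2(IP/Sup) between the model and control groups. Of these, 65 were hypermethylated and 97 were hypomethylated. None had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.691. An unadjusted p under 0.05 was found for 1460 probes, or 4.61% of those tested, where chance gives 5%. The model and control values did not overlap for 8.30% of the 30331 probes measured on all 6 arrays, where chance gives 10%. The number of calls moved most with the deposited log2 table, which gave 4338 calls, 103 hypermethylated and 4235 hypomethylated. On the scanner signals, 796 probes were called with the replicate number as a block, 153 hypermethylated and 643 hypomethylated. Without model replicate 1 the number was 1600 on these signals, 486 hypermethylated and 1114 hypomethylated. On the IP signal alone 211 probes were higher and 209 lower in the model group, and the Sup signal was higher for 258 probes and lower for 114. Of the 211 probes with a higher IP signal, 208 rose in Sup signal by any amount, counted without a threshold (median change 0.75). By log2(IP + Sup), the total signal of a transcript, 206 probes were higher and 105 lower. None of these had an adjusted p under 0.05 by limma. Across 31981 probes, which are not independent replicates, the change in log2(IP/Sup) had a Spearman rho of 0.0108 with the change in log2(IP + Sup), and the change in IP signal had a rho of 0.264 with the change in Sup signal. Of the hypermethylated probes, ASRN6AP1B10003481011 rose by 1.61 in log2(IP/Sup) (standard error 0.38) and ASRN6AP1B10060019011 by 1.55 (standard error 0.32). Both went with a lower Sup signal, by −1.54 and −1.90 on the log2 scale. Of the hypomethylated probes, ASRN6AP1B10007329911 fell by 1.37 and ASRN6AP1B10005656511 fell by 1.12. These 4 probes had the same adjusted p of 0.691 from limma. Among 26 mRNAs that the reference table names from the accessions of their probes, the change in log2(IP/Sup) ran from −0.92 to 0.39. Only Ppp2r2b met both thresholds, with a change of −0.92 (standard error 0.36, limma adjusted p = 0.691). The paper states its numbers of differentially modified lncRNAs and mRNAs from these arrays and takes the hypermethylated and hypomethylated mRNAs separately into enrichment analysis. Its text does not name the measure tested. Its lncRNAs and mRNAs add up to 698. The deposited table gave 698 calls with the IP signal alone, a plain equal-variance test and no probes named ASRN6SM, a setting chosen after seeing the values. The counts by log2(IP/Sup) here may therefore be of another measure than the paper's.

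**Figure D1:**
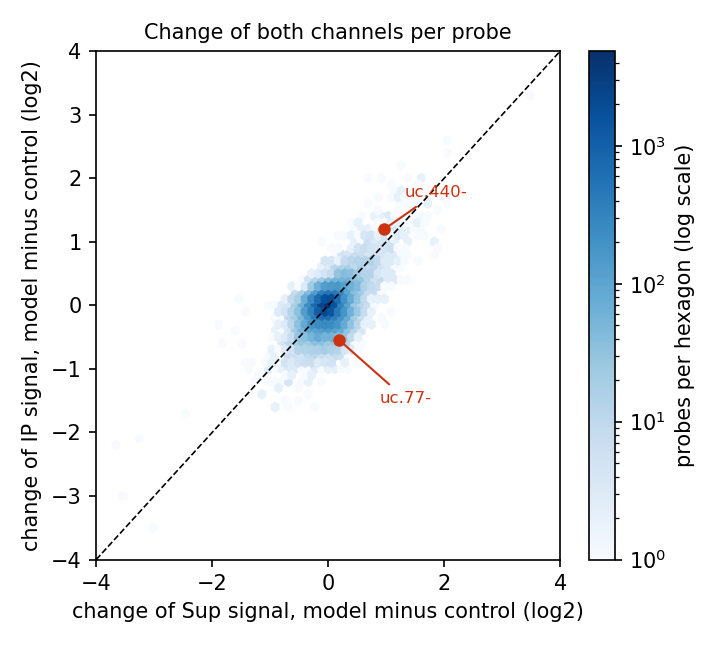
Change of the IP signal against the change of the Sup signal (both log2, model minus control) for the 31640 tested probes, shown as hexagons coloured by the number of probes on a log scale. On the dashed line both signals change equally, so that log2(IP/Sup) does not change; uc.440- lies at 0.97 for Sup and 1.20 for IP, and uc.77- at 0.18 and −0.54.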

The raw data supporting this result have been uploaded to the GEO database (GSE201258).

**FIGURE 3:**
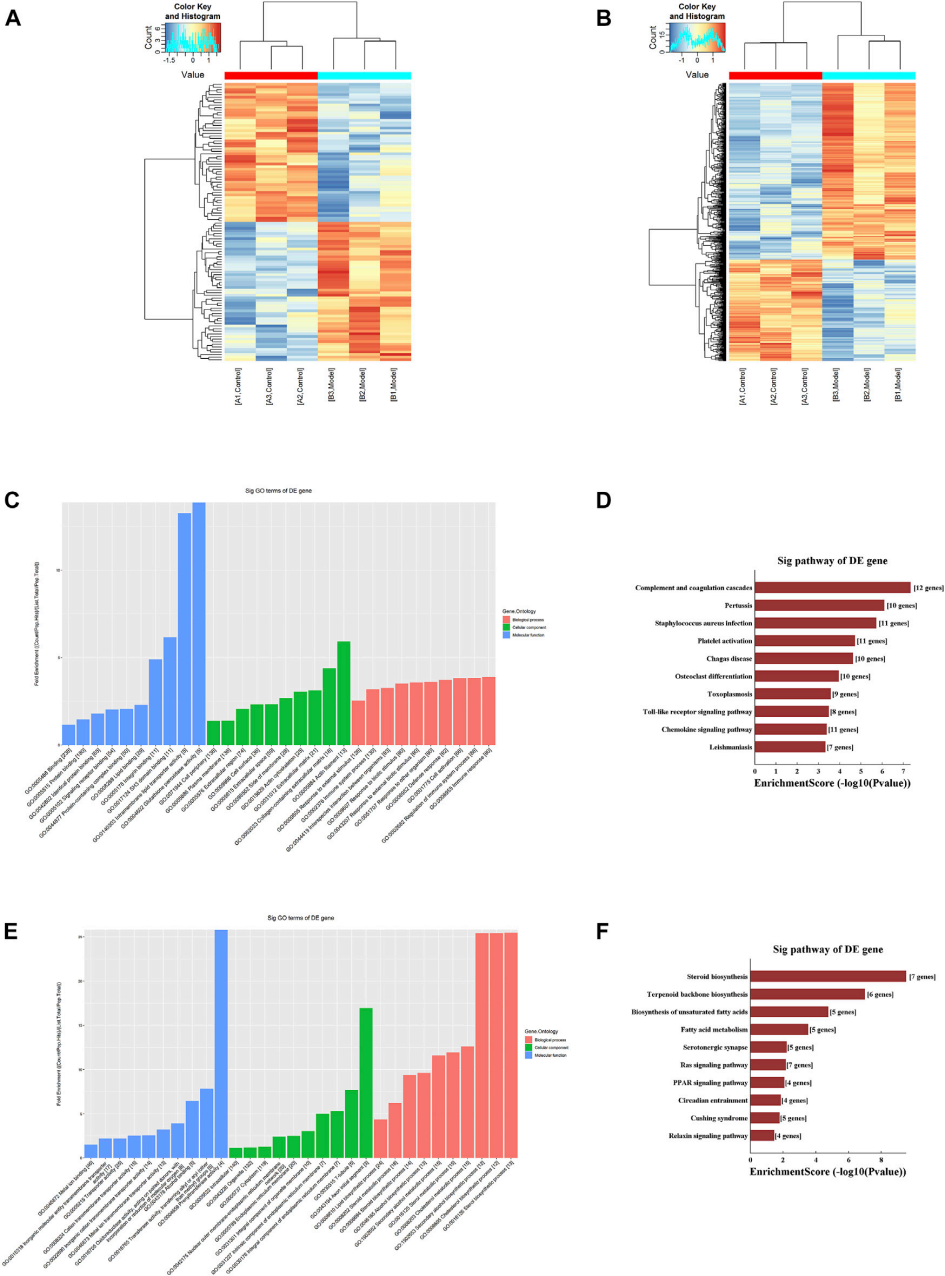
M^6^A modification profiles **(A)** Hierarchical clustering analysis of the differentially methylated lncRNAs **(B)** Hierarchical clustering analysis of the differentially methylated mRNAs **(C)** GO functional analysis of the hypermethylated mRNAs **(D)** KEGG pathway enrichment analysis of the hypermethylated mRNAs **(E)** GO functional analysis of the hypomethylated mRNAs **(F)** KEGG pathway enrichment analysis of the hypomethylated mRNAs.

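Hierarchical clustering of the 6 arrays on log2(IP/Sup) was repeated with probes measured on all 6. Over 30331 tested probes, the first division set model replicates 2 and 3 apart from the 3 control arrays and model replicate 1. The mean Pearson correlation across probes was 0.927 between control arrays, 0.923 between model arrays and 0.910 between the groups. Clustering on the 142 called probes with complete values gave the same division, with model replicate 1 on the side of the controls. Clustering on the 360 probes called for their IP signal divided the model from the control group, although over all 30331 probes the IP signal did not.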

### GO function and KEGG pathway enrichment analysis of differentially methylated mRNAs

First, we performed an enrichment analysis of the hypermethylated mRNAs and found that the biological processes involved were mainly protein binding, lipid binding, and glutathione peroxidase activity, and the cellular functions involved were mainly cell activation and immune response. The results of the KEGG pathway enrichment analysis mainly identified the chemokine signaling pathway and toll-like receptor signaling pathway, as shown in Figures 3C, D.

Moreover, we performed an enrichment analysis of the hypomethylated mRNAs and found that the biological processes involved were mainly ion binding and oxidoreductase activity, and the cellular components involved were mainly cell junctions, organelles, and synapses. The molecular functions involved mainly included various types of metabolism and biosynthesis. The results of the KEGG pathway enrichment analysis were mainly for steroid biosynthesis and the peroxisome proliferator-activated receptor (PPAR) signaling pathway, as shown in Figures 3E, F.

### Validation of differentially methylated genes

Validation of the microarray results was performed by MeRIP-PCR. Three differentially methylated lncRNAs and three mRNAs were randomly picked. 

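On the arrays, uc.440- and uc.77- were each measured by 1 spot, well above background in both channels on all 6 arrays, while no probe could be matched to LOC100912312, Ogt, Slfn13 or Ppm1f. The uc.440- spot of control replicate 2 was marked as an outlier by the scanner software and left out. The log2(IP/Sup) of uc.440- was 0.23 ± 0.22 (SD, n = 2) in the control group and 0.46 ± 0.39 (SD, n = 3) in the model group. The difference of 0.23 (standard error 0.24, limma adjusted p = 0.762) was smaller than the spread between model rats and below the threshold. Without model replicate 3 the difference was 0.05, and without model replicate 1 it was 0.43. It was 0.34 with the marked spot kept, a setting chosen after seeing the data, but −0.19 without normalization within arrays and −0.17 with the slide as a block, where only model replicate 1 is set against the controls. The IP signal of uc.440- rose by 1.20 on the log2 scale (standard error 0.28, limma adjusted p = 0.581), and its Sup signal rose by 0.97 (standard error 0.15, limma adjusted p = 0.562). Both signals were higher in all 3 model rats than in the control rats, and the IP share of the total signal was 53.9% and 57.8%. For uc.77-, log2(IP/Sup) was 1.67 ± 0.23 (SD, n = 3) in the control group and 0.95 ± 0.44 (SD, n = 3) in the model group. The difference of −0.72 (standard error 0.24, limma adjusted p = 0.691) met the fold-change and unadjusted p thresholds. Every model rat lay below every control rat (exact permutation test, two-sided p = 0.1, the smallest p that 3 rats against 3 allow). The difference stayed negative with each rat left out, from −0.95 to −0.51, and no longer met the thresholds without control replicate 1 or 3 or model replicate 2 or 3. For model replicate 1 alone, the only model array on the slide of the controls, it was −0.27. The IP signal of uc.77- fell by 0.54 on the log2 scale, less than 1.5-fold, and met both thresholds in 4 of 12 other settings, while its Sup signal changed by 0.18 (standard error 0.21).

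**Figure D2:**
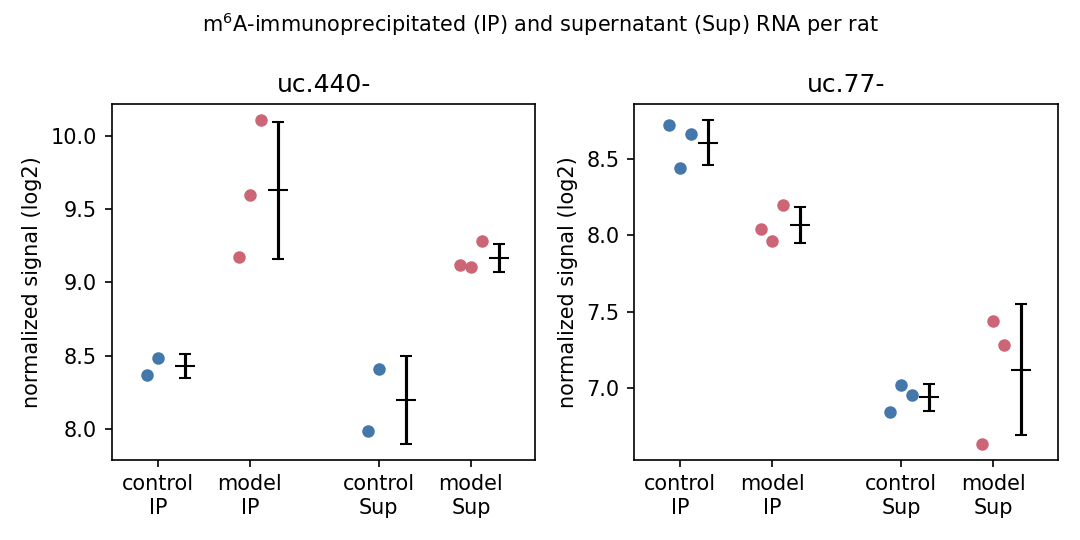
Normalized IP and Sup signals (log2) of uc.440- and uc.77- in control and model rats, with 1 point per rat and the mean ± SD beside the points. The uc.440- signals of the model rats lie above those of the 2 control rats in both channels, while for uc.77- the IP signals of the model rats lie below the controls and the Sup signals overlap.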

The results showed that in the model group, the m^6^A methylation ratios of *LOC100912312*, *uc.440-*, *OGT* and *SLFN13* were significantly increased (*p* < 0.05 or 0.01), and the m^6^A methylation ratios of *uc.77-* and *PPM1F* were significantly decreased (*p* < 0.01), consistent with the trends of change observed in the microarray results, as shown in Figure 4.

**FIGURE 4:**
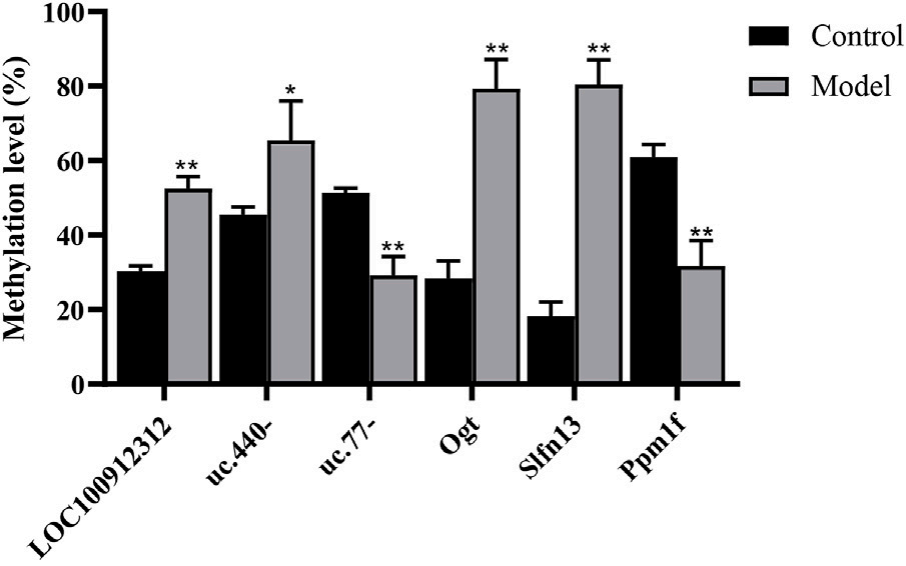
M^6^A analysis of differentially methylated genes by MeRIP-PCR. ^*^ *p* < 0.05, ^**^ *p* < 0.01 vs Control group.

### CeRNA analysis of lncRNAs

To clarify the biological function of related lncRNAs, we performed ceRNA network analysis on the validated *LOC100912312*, *uc.440-* and *uc.77-* lncRNAs based on the ceRNA hypothesis. A ceRNA network consisting of three lncRNAs, 17 miRNAs, and 16 mRNAs was established, as shown in Figure 5A. 

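The paper first screened differentially methylated mRNAs for a positive correlation with the lncRNAs. Here only its threshold, a Pearson coefficient above 0.8, was applied, over the 6 control and model arrays on log2(IP/Sup), to 32061 probes of every class, called or not, with spots marked as outliers kept. Above 0.8, uc.440- had 964 probes, or 3.01% of them, and uc.77- had 3152, or 9.83%. For comparison, 1000 randomly drawn probes had a median of 1613.5 such partners, and 68.6% of them had at least as many as uc.440-. At least as many as uc.77- were found for 24.8% of the random probes. Among the called probes, 2 of 162 were above it with uc.440- and 61 of 161 with uc.77-. Since uc.77- is itself called, and called probes differ between the groups on these same arrays, its number is favoured by that choice. Over all 9 arrays the numbers among all probes were 160 and 1842, where random probes had a median of 403.5. With each probe's group means removed, a setting chosen after seeing the data, they were 1168 and 2552, against a random median of 2224.5. Among the called probes they were then 2 of 162 and 21 of 161. On the IP signal uc.440- had 1656 partners and uc.77- had 1003, against a random median of 1142. The mRNAs of Fig. 5A could not be found among the probes by name, so their coefficients were not computed.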

The enrichment analysis of mRNAs in this network showed that the biological processes were mainly involved in the regulation of voltage-gated calcium channel activity and neuromuscular process controlling posture, the cellular components were mainly involved in the costamere and sarcolemma, and the molecular functions were mainly involved in transforming growth factor beta-activated receptor activity (Figure 5B). The results of the KEGG pathway enrichment analysis mainly identified the mitogen-activated protein kinase (MAPK) signaling pathway, as shown in Figure 5C.

**FIGURE 5:**
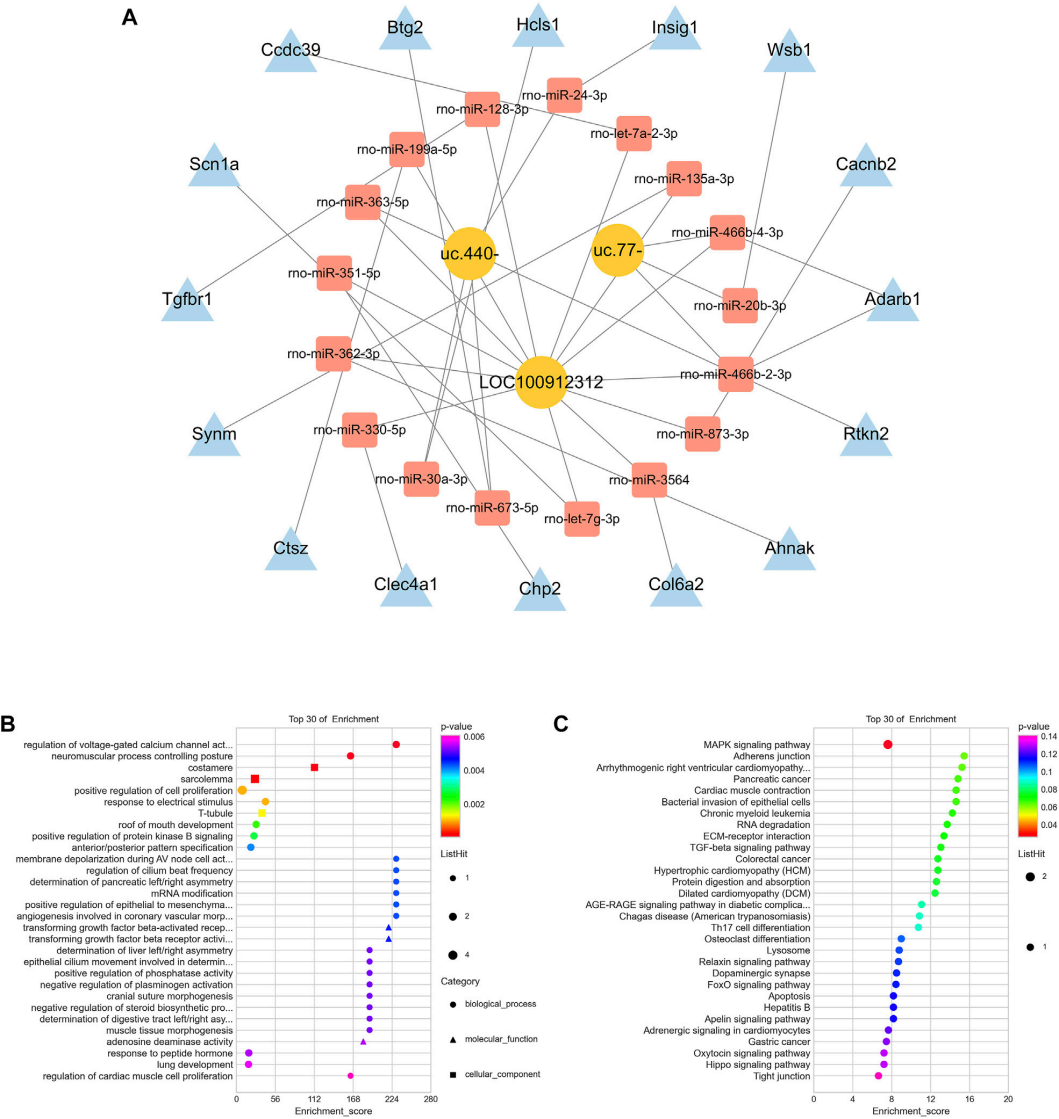
CeRNA analysis of lncRNAs **(A)** CeRNA network for *LOC100912312*, *uc.440-* and *uc.77-* **(B)** GO functional analysis involved in the ceRNA network **(C)** KEGG pathway enrichment analysis involved in the ceRNA network.

## Discussion

M^6^A is one of the most prevalent modifications present in the RNA of higher eukaryotes, and increasing amounts of evidence suggest that m^6^A modification of RNA plays important biological roles in physiological and pathological processes in the central nervous system (CNS) (Zhang et al., 2022). This finding was confirmed in cerebral ischemic disease, in which lncRNAs were identified as important biomarkers (Chokkalla et al., 2019; Xu et al., 2020a). Unfortunately, to date, reports on the dysregulation of lncRNA m^6^A modification in cerebral ischemia-reperfusion injury and studies on the biological functions of related lncRNAs have not been reported.

In this study, we first detected significantly elevated m^6^A levels in ischemic lateral brain tissue, which is consistent with the results of previous studies (Xu et al., 2020b). M^6^A modifications are known to be dynamic and reversible, installed by “writers” and removed by “erasers” (Shi et al., 2019). Therefore, we further investigated the expression levels of five common m^6^A methyltransferases and demethylases and found that *FTO* expression was downregulated after CIRI, while no significant changes were observed in the expression of methyltransferases, including *METTL3, WTAP,* and *METTL14*. The high expression of *METTL3*, *WTAP,* and *METTL14* may lead to an increase in the m^6^A methylation level (Zhang et al., 2022), but at present, there are few reports related to cerebral ischemia, which need to be further studied. *FTO* was initially considered related to obesity (Jia et al., 2011). With further research, *FTO* has been confirmed to be an important regulator of m^6^A methylation (Wei et al., 2018; Wei et al., 2022). *FTO* is an m^6^A demethylase with abundant expression in the brain (Li et al., 2018). Studies have shown that *FTO* expression is specifically downregulated in cerebral ischemic cortical neurons (Yi et al., 2021). In addition, the expression of *FTO* is downregulated in myocardial infarction (Mathiyalagan et al., 2019), suggesting that the expression of FTO is generally low in ischemic injury. Conversely, overexpression of *FTO* was shown to reverse m^6^A methylation and reduce the levels of neuronal apoptosis caused by cerebral ischemia (Xu et al., 2020b). Moreover, *FTO* has also been found to affect neurogenesis, memory formation, regulation of neuropsychiatric disorders, *etc.* (Li et al., 2017; Walters et al., 2017; Wang et al., 2022), suggesting that it may be closely related to the CNS. Moreover, we also found no significant changes in the expression levels of *ALKBH5*. Although *ALKBH5* has been reported to selectively demethylate *BCL2* transcripts after cerebral ischemia, which prevents degradation of B-cell lymphoma-2 (*BCL2*) mRNA, enhances expression of anti-apoptotic *BCL2* protein, and inhibits neuronal apoptosis, the role of *ALKBH5* is still less understood (Xu et al., 2020b).

Microarray analysis showed that 590 mRNAs exhibited differences in m^6^A modification in CIRI, of which 375 were hypermethylated and 215 were hypomethylated. Several studies have reported on the roles of related mRNAs. For instance, apolipoprotein E (*ApoE*) was recognized as a hypomethylated RNA in this study. In the CNS, *ApoE* is synthesized and secreted by astrocytes and is involved in maintaining the homeostasis of cholesterol and phospholipids, regulating the mobilization and redistribution of cholesterol and phospholipids during neural membrane remodeling and thus regulating the maintenance of synaptic plasticity as well as repair when neuronal cells are damaged (Cantuti-Castelvetri et al., 2018). In addition, vascular endothelial growth factor A (*VEGFA*) is recognized as a hypermethylated RNA; *VEGFA* is a factor that is closely related to angiogenesis after cerebral ischemia, and hypermethylated *VEGFA* can promote angiogenesis through multiple pathways (Xin et al., 2022). GO function and KEGG pathway enrichment analyses showed that these m^6^A-modified mRNAs were mainly involved in lipid binding, immune reactions, and oxidoreductase activity, and the signaling pathways involved were the Toll-like receptor signaling pathway and PPAR signaling pathway. The Toll-like receptor signaling pathway is a bridge between innate immunity and acquired immunity and has been confirmed to be closely related to the inflammatory cascade observed after cerebral ischemia (Eltzschig and Eckle, 2011). Proliferator-activated receptors (PARs) are ligand-activated receptors in the nuclear hormone receptor family that control metabolic processes in many cells. Studies have shown that ligand-activated PPAR can inhibit the expression of a variety of related inflammatory factors, thus inhibiting the inflammatory response and playing a protective role in CIRI (Wu et al., 2018). In addition, studies have supported the idea that PPAR activation has a direct transcriptional regulatory effect on the expression of several key endogenous antioxidants. For example, the activation of PPAR can activate the expression of antioxidant enzymes in female rats and protect them from CIRI (Mohagheghi et al., 2013).

In recent years, m^6^A-modified lncRNAs have received extensive attention. For example, m^6^A modification can drive the interaction between related lncRNAs and downstream genes, which indicates that the m^6^A modification status in lncRNAs may control the biological functions of lncRNAs (Lan et al., 2021). In this study, we identified 108 lncRNAs with differential m^6^A modification, of which 54 were hypermethylated and 54 were hypomethylated. Studies have found that although lncRNA cannot directly encode translational proteins, it can act as a “miRNA sponge”, indirectly reducing the binding between miRNA and downstream mRNA targets by absorbing the miRNA into this sponge, thus affecting the expression of target genes. This is essentially the mechanism underlying ceRNA regulation (Salmena et al., 2011). Subsequently, we established a potential ceRNA network of validated lncRNAs *LOC100912312*, *uc.440-,* and *uc.77-* to clarify the biological functions of relevant lncRNAs. Enrichment analysis indicated that this network was mainly closely related to the MAPK signaling pathway. MAPK signaling is an important regulatory pathway after cerebral ischemia and hypoxia and is closely related to pathological processes such as oxidative stress, the inflammatory response, apoptosis, and autophagy (Zhen et al., 2016). Experiments have confirmed that the activated MAPK pathway after cerebral ischemia can activate the NF-E2–related factor 2(Nrf2) pathway, and inhibiting the phosphorylation of the MAPK pathway can reverse the nuclear translocation of Nrf2 and reduce oxidative stress (Meng et al., 2018); other studies have indicated that the MAPK signaling pathway is associated with inflammatory responses. It can activate the downstream nuclear factor kappa-B (NF-κB) pathway after cerebral ischemia and promote the inflammatory response (Wang et al., 2014) while inhibiting the activation of the MAPK pathway can reduce the activation of the inflammatory response and have neuroprotective effects (Guo et al., 2012).

Undeniably, this study has several limitations. First, the sample size of this study was relatively small, and the above results may need to be validated in a large sample study in the future. In addition, targeting *FTO* in CIRI requires further exploration. Despite these limitations, we present the first systematic analysis of m^6^A lncRNA and m^6^A mRNA modification profiles in CIRI and constructed a related lncRNA‒miRNA‒mRNA network, laying a foundation for further revealing the pathogenesis of CIRI.

## Conclusion

In summary, we identified for the first time that m^6^A lncRNA and m^6^A mRNA were differentially modified in CIRI, and total m^6^A levels were increased in CIRI, which might be caused by the downregulation of *FTO* expression. In addition, bioinformatics analysis was used to predict the potential functions of differentially m^6^A-modified lncRNAs and m^6^A mRNAs, which could provide a reference for further revealing the mechanism of CIRI.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov; GSE201258.

How the deposited data were processed for this re-analysis (not part of the article)

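Ischemic-side cortex of 9 rats was measured on 2-colour m6A epitranscriptomic microarrays, 1 array per rat, in 3 groups of 3: control, model, and model treated with Buyang Huanwu Decoction (BHD). Cy5 carried the immunoprecipitated RNA (IP) and Cy3 the supernatant RNA (Sup), and without a dye swap any dye effect of a probe stays in its ratio, though it drops out of comparisons between groups. Other experiments of the paper (total m6A, RT-qPCR, MeRIP-PCR and histology) were not analysed here.

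The authors deposited scanner output of Agilent Feature Extraction 11.0.1.1, in which the median intensity of each spot and of its local background is not normalized, and the processed intensity is corrected for background and dye by that software within each array. The authors also deposited a table of log2 signals per array and channel for 32860 probes. Each of its columns equals the log2 of the processed intensity minus 1 constant, to within 5e-09, so the table carries the scanner software's dye normalization and a further shift per channel whose origin the paper's text does not name. Flags for outliers, saturation and signal well above background came from the same software. No column that belongs to a sample was left unread without a reason, and 0 samples were left out.

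From there, median intensities were used, since the scanner output holds no mean intensities, although the design written beforehand named means. They were corrected with normexp (offset 50) on all spots, control spots and outlier spots were then left out, each array was normalized by loess, and repeated spots of a probe were averaged. IP and Sup signals were compared between arrays after the Aquantile step, and log2(IP + Sup) was computed from them. R 4.3.3 with limma 3.58.1 and data.table 1.17.8 was used, with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 for tables and figures. Of 41186 probes, 32062 were well above background in at least 1 channel on at least 3 of the 6 control and model arrays, and 31640 of these had values on at least 2 arrays of each group. Model and control were compared in a fit of their 6 arrays, and BHD-treated and untreated model rats in a fit of all 9. Calls needed a fold change of at least 1.5 and an unadjusted p under 0.05, as in the paper.

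Probes fell into groups by the start of their names, and neither the files nor the reference tables say which group holds lncRNAs or mRNAs. Counts are therefore given over probes of every class and over the uc. probes, which were taken as lncRNAs since the paper names uc.440- and uc.77- as such. Of 50 probes with an accession and 10 spots each, 30 matched a symbol in the rat gene table of assembly GRCr8, which was used for names only, and 26 of these were tested. The pathway gene lists and the markers written beforehand could not be tested, since far fewer than 80% of their members could be matched. The genes to be named were fixed before the data were examined: every gene the paper names as measured, and the probes with the largest change in each direction among called probes with non-overlapping groups and signal well above background in both channels on all 6 arrays, of which at most 2 unnamed probes per direction are given. Of the named genes, uc.440- and uc.77- could be found. Predictions for the tests of transcript abundance and of other splits of the arrays were written beforehand for mRNAs and lncRNAs and were reworded, after the files had been seen, for probes of every class and for uc. lncRNAs.

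The fit was tested on simulated data in which 200 probes were changed, each by well more than the fold-change threshold. The noise was drawn independently for each array, without slide or replicate structure. The recovery therefore says nothing about changes near the threshold or about differences that arrays share. For log2(IP/Sup) of model against control, over 31761 probes, all 200 were called, 164 after Benjamini-Hochberg adjustment. Of the unchanged probes 0.852%, or 269, were called, which is more than the 162 called on the real arrays. For BHD-treated against untreated model rats, over 33286 probes, 199 were called, and for the IP signal of model against control 198.

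Same-numbered control and model arrays were checked for pairing. Their deviations from the group means correlated across probes with r of 0.432, 0.138 and 0.324, each above 0.1, so the replicate number was treated as a possible pairing, although neither the labels nor the paper say what a number shares. A pair with different numbers reached 0.376, above 0.138 and 0.324, while the other such pairs ranged from −0.465 to 0.0497. Deviations within a group cancel, so these values constrain each other, and a pairing is not established. The same check gave 0.599, 0.0347 and 0.252 for model and BHD-treated rats, where the numbers were not treated as pairs. Slides were taken from the scan times. On the 50 probes with 10 spots, the median SD between spots of an array was 0.063 to 0.14 in log2(IP/Sup), against a median SD of 0.22 between arrays of a group.

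Alternatives fixed before the data were examined covered the background correction, the normalization within arrays, the filter, the test, the p-value, the arrays in the fit, blocks for replicate number and slide, each replicate left out, the deposited table, and the IP signal or IP share in place of log2(IP/Sup). Counting genes in place of probes and the gene-list tests could not be run. Keeping the outlier spots, removing group means in the correlation screen, and 7 combined settings on the deposited table were added after seeing the data.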

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

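The paper does not report on the model rats treated with Buyang Huanwu Decoction (BHD), and both results below come from those arrays. All tests in this part were chosen after the results were seen, apart from the comparison itself and its alternatives.

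Between BHD-treated and untreated model rats, 828 of 33132 probes met the fold change and unadjusted p thresholds for log2(IP/Sup), 387 higher and 441 lower, in a fit of all 9 arrays. None of the 828 passed Benjamini-Hochberg adjustment in limma, and 3905 probes had an unadjusted p under 0.05. On the IP signal 481 probes were higher and 1191 lower, 1 of them after adjustment. Of the 10 splits of these 6 arrays into 3 and 3, 2 gave as many calls for log2(IP/Sup), the real one included, and 1 of 10 for the IP signal, so chance cannot be excluded with so few arrays. Untreated model rats weigh on the number: without model replicate 1 it was 2055, and without model replicate 2 it was 437. With the slide as a block, which sets 2 treated against 2 model arrays of slide 2, it was 2391. An effect of the treatment and differences between single model rats both stay open.

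The lncRNA uc.440-, which the paper names, had an IP signal lower by −2.57 on the log2 scale with BHD than without it (standard error 0.25, limma adjusted p = 0.126), 7.06 ± 0.28 against 9.63 ± 0.47 (SD, n = 3 each). It lay below the control group too, by −1.37. The normalized Sup signal was lower as well, and log2(IP/Sup) differed by −0.51 (limma adjusted p = 0.399), below the thresholds. It met both thresholds with median centring (−0.78), spike-in scaling (−0.81), within slide 2 (−0.72) and without model replicate 1 (−0.71). It was −0.26 without normalization within arrays and −0.32 without model replicate 3, and did not meet them there. A lower IP share beside the lower signals therefore stays open. All 3 treated rats lay below all 3 untreated ones (exact permutation p = 0.1, the smallest possible). The slide as the whole cause is argued against, since within slide 2 the 2 treated rats lay lower than the 2 model rats by −2.64. Weaker hybridization of the treated arrays is argued against for the IP signal, since the median background-corrected IP signal over all tested probes differed by 0.0157. In the Sup channel this median was lower on the treated arrays by −0.50. The median Sup signal before background correction was not lower on them, at 57.5 to 59 against 47 to 56. Whether weaker Sup hybridization adds to the fall of uc.440- before normalization, by −2.24, therefore stays open. As the whole cause of the Sup difference it is argued against, since −2.06 (standard error 0.19) remained after normalization. The IP difference kept its direction and passed the thresholds under all 12 alternatives, from −3.52 to −2.50, and with each array left out. The filters, the plain test, the replicate block and the choice of arrays in the fit left it at −2.57, as did leaving out a control array. These settings therefore do not test its direction. Another tissue composition of the samples or an effect of the treatment on the transcript may each remain, and neither was tested. As a hypothesis only, BHD may lower the amount of uc.440- RNA, with or without a change in its IP share.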

How the results depend on the processing

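The settings on the deposited table that combine several choices, the outlier spots kept, and the removal of group means in the screen were chosen after seeing the data. All other settings were fixed before the data were examined. Spike-in scaling rests on probes that were taken as spike-ins from their names alone.

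The number of called probes between model and control, 162 (65 higher, 97 lower), stayed within 1.5 times under no filter on dim probes (162), signal above background in both channels on all arrays (154) and outlier spots kept (169). It was 1311 with the scanner software's processed signals, 72 with median centring (49 higher, 23 lower), 717 without normalization within arrays (2 higher, 715 lower), 61 with spike-in scaling (41 higher, 20 lower), 41 with a plain equal-variance test, 0 with adjusted p, 65 with the slide as a block, 4338 with the deposited table (103 higher, 4235 lower), 255 with all 9 arrays in the fit, 420 on the IP signal and 17 on the IP share. The replicate block gave 796 (153 higher, 643 lower), 154 of them among the 162, so the balance of directions depends on the block as well. Without normalization within arrays the median of all probes shifted by −0.56, and in the deposited table by −0.29, which goes with their excess of lower calls. Leaving out each array gave 52 (without control replicate 1) to 1600 (without model replicate 1). Arrays other than these moved the count too: 274 without control replicate 2, 294 without control replicate 3, 66 without model replicate 3. The combined settings on the deposited table, with a plain test and no filter, gave 723 on the IP signal, 698 on it without probes named ASRN6SM, 1349 on log2(IP/Sup), 252 on the IP share, 651 on the IP signal on the linear scale, 2042 on the Sup signal and 1008 on log2(IP + Sup). Apart from the construction of the adjusted p and the IP share, the cause was not tested.

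For uc. lncRNAs the number, 1 in the main setting, was 19 with processed signals, 7 without normalization within arrays, 0 with the plain test, 0 with adjusted p, 6 with the replicate block, 0 with the slide as a block, 58 with the deposited table, 3 on the IP signal and 0 on the IP share. It ran from 0 to 15 with each array left out. In the combined settings, in the order above, it was 6, 6, 23, 5, 8, 23 and 9.

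Between BHD-treated and untreated model rats, 828 probes were called (387 higher, 441 lower). The number was 3264 with processed signals (1868 higher, 1396 lower), 475 with median centring (109 higher, 366 lower), 1822 without normalization within arrays (1819 higher, 3 lower, with a median shift of 0.51), 536 with spike-in scaling (60 higher, 476 lower), 446 with the plain test, 0 with adjusted p, 2391 with the slide as a block (a comparison of 2 treated with 2 model arrays of slide 2), 2866 with the deposited table, 1672 on the IP signal and 94 on the IP share. The replicate block gave 1320, where the numbers do not pair the arrays. Leaving out each array gave 437 to 2055. The first 4 combined settings gave 1870, 1781, 1496 and 442. No filter, both channels, only the 6 arrays compared and outlier spots kept stayed within 1.5 times. The cause was not tested.

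For uc.440-, log2(IP/Sup) in model against control reversed from 0.23 to −0.19 without normalization within arrays and to −0.17 with the slide as a block, and kept its direction under 10 other settings, 1 of them chosen after seeing the data. Without model replicate 3 this difference was 0.05, and without model replicate 1 it was 0.43. The IP signal of uc.440- kept direction and call under all 12 settings, from 0.75 to 1.45. For uc.77-, log2(IP/Sup) stayed negative under all 12, from −1.22 to −0.27, and lost its call under 3, the processed signals, the plain test and the slide block. The IP signal of uc.77-, which is not called in the main setting (−0.54), met both thresholds with processed signals (−0.66), without normalization within arrays (−0.72), with spike-in scaling (−0.64) and with the deposited table (−0.69), and also without control replicate 2 (−0.62) or model replicate 3 (−0.61). Since all controls lie on slide 1, the slide block compares them with model replicate 1 alone, so its values for model against control rest on 1 model array and are no full adjustment for the slide. With BHD against model, log2(IP/Sup) of uc.440- (−0.51) met both thresholds with median centring (−0.78), spike-in scaling (−0.81) and the slide block (−0.72). It also met them without model replicate 1 (−0.71). It did not meet them without normalization within arrays (−0.26) or without model replicate 3 (−0.32). No call of these lncRNAs between model and control changed with the replicate block.

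The rho between the changes of log2(IP/Sup) and log2(IP + Sup), 0.0108, became −0.553 with the Sup signal in place of log2(IP + Sup), where a shared term with opposite sign lowers it by construction, and 0.163 with median centring. For the IP signal the rho with log2(IP + Sup) was 0.767, which is high by construction since the IP signal is part of that sum, and 0.264 with the Sup signal in its place. With each array left out these ranged from −0.108 to 0.0685 and from 0.689 to 0.822. The partners of uc.440- above 0.8, 964, became 1656 on the IP signal and 160 over 9 arrays. Those of uc.77-, 3152, became 1003 on the IP signal, 714 on log2(IP + Sup) and 1842 over 9 arrays.

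Counting genes in place of probes and the tests of gene lists were not run, because the files do not name the genes. Signal over background limits the Sup channel most, where at most 72.7% of probes stood well above it.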

Differences from the paper's values

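The paper's counts are of mRNAs and lncRNAs separately, and the counts here are of probes of every class, since the files do not tell the classes apart. The paper reports 590 differentially methylated mRNAs, and 162 probes were called here. Of the alternatives set before the data were examined, no normalization within arrays (717), the replicate block (796) and the IP signal (420) came within 1.5 times, and the other 17 did not. The paper's number of hypermethylated mRNAs is 375, against 65 here. Leaving out model replicate 1 (486) came within 1.5 times, and the other 19 did not. The paper's number of hypomethylated mRNAs is 215, against 97 here. All 9 arrays in the fit (179), the IP signal (209) and leaving out control replicate 2 (189) came within 1.5 times, and the other 17 did not.

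The paper's lncRNAs and mRNAs add up to 698, with 429 hypermethylated and 269 hypomethylated. The deposited table gave these same 3 numbers with the IP signal alone, a plain equal-variance test, the paper's thresholds, no filter, and no probes named ASRN6SM, a setting chosen after seeing the values. It was reached after 6 measures had been tried on that table, of which the IP signal gave 723 with every probe and 651 on the linear scale, log2(IP/Sup) 1349, the IP share 252, the Sup signal 2042 and log2(IP + Sup) 1008, and the probes named ASRN6SM were left out because the numbers then met. The paper's text does not name the measure it tested. Of the 698 probes, 33 were called in the same direction by log2(IP/Sup) here.

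The paper states that the rise of uc.440- by MeRIP-PCR has the trend of its microarray results, without naming the array measure. Here log2(IP/Sup) of uc.440- differed by 0.23 without meeting the thresholds, with the opposite sign under 2 alternatives (1 of them, the slide block, with a single model array), while its IP signal met the thresholds with a rise of 1.20.

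Figs. 3A and 3B show the control and model arrays parted by clustering on the differentially methylated lncRNAs and mRNAs. Clustering on the 142 probes called here by log2(IP/Sup) put model replicate 1 with the controls, and clustering on the 360 probes called by IP signal parted the groups, which their choice for a difference between the groups on the same arrays favours. All 30331 probes did not part the groups by IP signal.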

Other observations

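The tests of transcript abundance for the calls by log2(IP/Sup) and of other splits for their counts were planned before the data were examined, for mRNAs and lncRNAs, and were reworded for probes and uc. lncRNAs once the files were seen not to tell these apart. The tests on IP signal, on the arrays that stand apart and on the deposited table were chosen after the results were seen.

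Other splits of the 6 control and model arrays gave as many calls by log2(IP/Sup) as the real one in 4 of 10 splits, the real one included, as many called uc. lncRNAs in 5 of 10, and as many calls by IP signal in 2 of 10. Chance cannot be excluded for any of these numbers, since 10 splits allow no smaller share than 0.1. The most calls, 1141, came from setting control replicates 1 and 2 with model replicate 1 against the others. In the 4 splits that keep model replicates 2 and 3, the model arrays of slide 2, in one group, the number ran from 162 for the real split to 1141. Among the 4 splits that part all same-numbered pairs, 2 gave at least 162 calls, the real one included, and the other splits part fewer pairs. With the slide as a block, where model replicate 1 alone stands against the controls, 65 probes were called.

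A change in the amount of transcript was tested as the reason for calls of hypermethylation. For calls by log2(IP/Sup) it stays open. The rho between the changes of log2(IP/Sup) and log2(IP + Sup) was 0.0108, but over probes that were mostly not called and went both ways. Of the 65 hypermethylated probes 25 had a higher log2(IP + Sup), and their median change in it was −0.27, so a general rise in amount is not seen among them while a fall in amount is not excluded. The 97 hypomethylated probes were lower too, with 19 of them higher in log2(IP + Sup) and a median of −0.32, so the lower amount is not particular to 1 direction of call. For a higher IP signal the tables fit it. The 500 probes with the largest rise in IP signal were picked on 2 arrays of each group, and their Sup signal in the left-out pair of rats was then higher than that of all probes in 9 of 9 pairs, by a median of 0.23. Their IP signal was higher in 9 of 9 pairs too, and their log2(IP/Sup) in 4 of 9. In the deposited table, 397 of the 429 probes with a higher IP signal also rose in Sup signal relative to all probes, and 304 of them rose in log2(IP/Sup). Of the 211 probes called here for a higher IP signal, 160 rose in log2(IP/Sup), which a choice by IP signal favours by itself. A higher IP signal on these arrays may therefore reflect more RNA of a transcript as well as a larger methylated share. For a lower IP signal the test stays open, since the Sup signal of the picked probes moved both ways, with a median of −0.0136, and was higher in 4 of 9 pairs. Their log2(IP/Sup) had a median of −0.24 and was higher in 2 of 9, while 24 of the 209 probes called for a lower IP signal had a higher Sup signal, among probes chosen on the same arrays.

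Model replicates 2 and 3 stood apart from the other control and model arrays when these were clustered on log2(IP/Sup). They were not the only arrays far from the rest. On the first principal component of all 9 arrays they lay at 33.8 and 37.4, and control replicate 1 lay at −41.8 on the other side. Control replicate 1 correlated with control replicate 3 at 0.897, below the 0.923 of control replicate 3 with model replicate 2, and without it 52 probes were called. The slide as the reason is argued against, since the treated arrays on the same slide correlated with them at a mean r of 0.867, below their mean r of 0.946 with the arrays of slide 1. A weaker IP signal on these arrays stays open. Their median IP signal was 57 on both, against 69 to 81 on the other model and control arrays, and on treated replicate 3 it was 51.5. That array lay away from model replicates 2 and 3 on the first component, at −1.31, but farthest out of all 9 arrays on the second, at 31.6, so it does not decide the question. Differences in injury between model rats were not tested.

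In the deposited table the median log2(IP/Sup) was lower in the model than in the control group by −0.29 (exact permutation p = 0.1, the smallest possible), and 4235 of 4338 calls from it were lower. Model replicate 3 carries most of the shift, with a median of −0.42 against 0.08 and 0.06 for model replicates 1 and 2. Whether the authors' constant per channel brings the shift in cannot be told apart from a difference in the samples. Before the constants were subtracted the medians differed by 0.0189, but the scanner software's dye normalization sets these medians near 0 on every array. Without normalization within arrays, log2(IP/Sup) held a median shift of the same sign, −0.56. With each channel scaled by the probes taken as spike-ins from their names, the median shift was −0.0140, so these probes give no shift of that size. The origin of the constants was not found.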
